A study of Mus musculus with 32 samples. Its data were reported in "LKB1 drives stasis and C/EBP-mediated reprogramming to an alveolar type II fate in lung cancer" (2022).

How the data were processed

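Bulk RNA sequencing was performed on tumor cells from mouse lung adenocarcinomas. *KT* mice carry a tdTomato reporter and have wild-type *Lkb1* (gene symbol *Stk11*). In the *Lkb1XTR* line a gene trap that silences *Lkb1* is turned on by Cre at tumor initiation and can later be removed by the recombinase FLPo-ERT2, which acts only when tamoxifen is given. Per the labels, tumor cells were sorted by flow cytometry after exclusion of blood, endothelial and red blood cell lineages. Libraries were made from nanogram amounts of RNA with a kit that depletes ribosomal RNA.

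The authors aligned paired-end reads to the mouse genome mm10 with STAR in its 2-pass mode and estimated the abundance of each gene with RSEM. The deposited expected counts are RSEM's estimates of read pairs per gene and are not normalized. On average 5.57% of the values in a library were not whole numbers, because RSEM divides a read between the genes it matches. The deposited TPM values were scaled by RSEM for effective gene length and for library size. The files name 53558 genes by symbol, and 51849 of these had a single location in the GENCODE M21 annotation of the same build (GRCm38), from which all coordinates were taken. The authors also deposited a table of normalized counts, a signal obtained by dividing counts by DESeq2 factors over all libraries. Each of the 32 libraries correlated best with its own column of that table, with a lowest Spearman correlation across genes of 0.99. For 4 comparisons the authors deposited tables with log2 fold changes, p-values and adjusted p-values from DESeq2, and numbers from them are named as such. All columns of per-library values were mapped to a library, and 0 were left unused.

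Groups came from the labels. There were 4 *KT* libraries, 10 non-restored, 7 restored, 7 non-restored with *Trp53* deletion and 4 restored with *Trp53* deletion. The non-restored group pooled 2 control arms, as the study did. In 4 libraries FLPo-ERT2 was missing and tamoxifen was given, and in 6 libraries FLPo-ERT2 was present and vehicle was given. The 7 *Trp53*-deficient non-restored libraries came from 4 animals by their titles, and libraries of one animal were summed, which left 4 units against 4. For the other groups the labels do not say which libraries share an animal. The study's description of its cohorts counts fewer mice than there are libraries in the non-restored and restored groups, with 4 mice for the 7 restored libraries. By that count some of these libraries share a mouse. The p-values, permutation tests and SDs treat them as independent, so the p-values may be too small. No sequencing batch or date is given in the labels.

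Expected counts were rounded to whole numbers. Genes were filtered with filterByExpr, and libraries were scaled by TMM. Comparisons used edgeR's quasi-likelihood F test with robust dispersion estimates (edgeR 4.0.16, limma 3.58.1, R 4.3.3) and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. The 21 *Trp53* wild-type libraries were fitted together in 3 groups without covariates. The *Trp53*-deficient units had a fit of their own, and the difference in the effect of restoration between the *Trp53* backgrounds was tested as an interaction in a fit of 25 units. Values per gene are given as CPM, counts relative to the TMM-scaled library total. For logs a prior count of 2 was added. A group with at most 3 counts in each library was treated as being at the floor, and folds against it are lower bounds. Floors of this kind, the upper limit that a count of 0 allows, cover counting error only.

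Single values were compared by two-sided exact permutation tests over all splits of the libraries. Principal components were computed from the 500 most variable genes, centered. Gene lists were tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over 66 tests. The tested lists were the ATII (alveolar type II) markers displayed by the study, other ATII genes, ATI (alveolar type I) genes, and genes of proliferation, glycolysis, sterol synthesis, MHC class II, hypoxia, mesenchymal state, p53 targets and CREB targets. C/EBP family members and lineage factors were reported by name. Lists for immune, endothelial, fibroblast, airway and red blood cells were used to look for other cells in the sorted libraries, and *Xist* and 4 Y-linked genes to check the sex given in the labels. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and blastn 2.17.0, were used for the remaining steps.

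Groups, comparisons, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. The genes named are *Stk11* and *Trp53*, the 3 genes with the smallest adjusted p in each direction of a comparison among those with an absolute log2 fold change over 1, the genes of the ATII marker, C/EBP and lineage lists, and at most 2 genes of any other list. The alternatives were DESeq2 1.42.0, size factors by median of ratios, no filter on low counts, at least 10 counts in every library, offsets for effective gene length, sex as a covariate, female libraries only, each non-restored arm alone, fits of the compared groups alone, a replicate block, other treatments of libraries from one animal and leaving out each library in turn. Promoter motifs were not analysed here.

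The fits were tested on simulated data made from the libraries' own means and totals, with 200 genes changed. Of these, 79.5% were recovered among 12238 genes tested for 7 restored against 10 non-restored libraries, with 4.7% false calls. For non-restored against *KT* libraries 67.5% were recovered among 12323 genes, with 2.1% false calls. For 4 *Trp53*-deficient units against 4 the values were 48.5% among 12179 genes and 9.3% false calls. For the interaction they were 36% of the changed genes among 13506 and 0% false calls. The changed genes had over 10 counts on average and absolute log2 fold changes over 1, and genes were drawn independently. The genes called between restored and non-restored tumors had a smaller median change of 0.923. The shares recovered therefore do not give the sensitivity for changes of that size.

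Totals ranged from 1302482 to 5943951 expected counts per library, with a median of 2861407. Before averaging, libraries of a group were compared in pairs by a chi-square test of their counts. The smallest chi-square per degree of freedom was 5.99 in *KT*, 4.43 in non-restored and 5.52 in restored libraries. It was 9.1 in *Trp53*-deficient non-restored and 19.1 in *Trp53*-deficient restored libraries. No pair differed by as little as sampling noise would give, and no libraries were joined on this ground. The test cannot show which libraries share an animal. *Trp53*-deficient non-restored libraries 1 and 2, of one animal, gave 21.5, though their shares of ribosomal RNA differed (10.3% and 1.5%). Libraries 2 and 3 of the same animal, with shares of 1.5% each, gave 41.05.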

Results

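To measure how tumor cells respond when *Lkb1* is lost and then restored, RNA was sequenced from sorted neoplastic cells of 32 mouse lung tumor libraries. Tumors with wild-type *Trp53* were collected 24 to 27 weeks after initiation and formed 3 groups, *KT* tumors with wild-type *Lkb1* (n = 4), non-restored tumors with the trapped *Lkb1* allele (n = 10) and restored tumors, in which the trap was removed by FLPo-ERT2 over 2 weeks of treatment with 4 mg doses of tamoxifen (n = 7). Tumors with deleted *Trp53* were collected at 16 to 19 weeks and were non-restored (7 libraries from 4 animals) or restored (n = 4). All restored libraries, in both *Trp53* backgrounds, came from female mice, whereas the *KT* and non-restored groups held both sexes. The *KT* libraries were the shallowest, with a mean of 1871138 expected counts per library, against 3027746 in non-restored, 3533440 in restored, 3164046 in *Trp53*-deficient non-restored and 4014134 in *Trp53*-deficient restored libraries. At this depth a count of 0 in a *Trp53* wild-type library allowed a level of up to 0.505 CPM in the deepest library and 2.3 CPM in the shallowest.

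The trapped gene, *Stk11* (chromosome 10, 80115803 to 80130682), was examined first in every library. Each of the 10 non-restored libraries held at most 2 *Stk11* counts, and the mean was 0.4 CPM ± 0.326 (SD, n = 10). Each restored library held between 18 and 130 counts, with a mean of 15.7 CPM ± 3.53 (SD, n = 7). *KT* libraries held between 20 and 67 counts, with a mean of 22.4 CPM ± 5.25 (SD, n = 4). *Stk11* was therefore at least 13.2-fold higher in restored than in non-restored tumors, with an adjusted p of 9.81e-10 in edgeR's quasi-likelihood test, and at least 18.8-fold lower in non-restored than in *KT* tumors, with an adjusted p of 6.56e-10. Two-sided exact permutation tests of log2 CPM gave 5.14e-05 and 0.000999 (0.000206 and 0.002 after adjustment over 4 tests of *Stk11*). These are the smallest p-values the group sizes allow when each library counts as independent. The level in restored tumors was 70.4% of that in *KT* tumors, and this share ranged from 64.8% without *KT* replicate 2 to 75.9% without *KT* replicate 3. The difference between these groups had an exact permutation p of 0.0424, also 0.0424 after adjustment over the 4 tests, with 1 of 7 restored libraries above the *KT* mean, and an adjusted p of 0.582 in the fit across all genes. In *Trp53*-deficient tumors *Stk11* was at most 2 counts in each non-restored library and 12 CPM ± 2.88 (SD, n = 4) after restoration. All 4 restored animals lay above all 4 non-restored animals (exact permutation p 0.0286, the smallest possible, 0.0381 after adjustment). *Trp53* itself was 30.7 CPM ± 7.94 (SD, n = 7) in restored, 25.7 ± 8.23 (n = 10) in non-restored and 24.8 ± 7.5 (n = 4) in *KT* tumors. In *Trp53*-deficient tumors it was 3.19 CPM ± 0.746 (SD, n = 4) with restoration and 2.57 ± 1.7 (n = 4) without. Neither target gene went against a label.

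**Figure D1:**
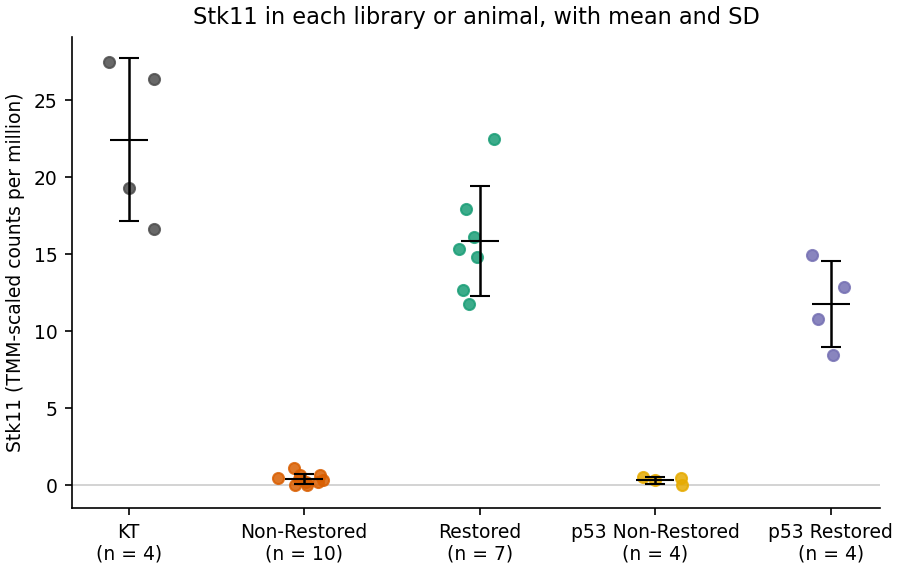
*Stk11* in TMM-scaled CPM for each library, or for each animal in the *Trp53*-deficient groups, by group, with bars for the mean and SD. The 7 restored libraries have a mean of 15.7 CPM and the 4 *KT* libraries a mean of 22.4 CPM, and both non-restored groups lie near 0.

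Restored and non-restored tumors were compared to find the response to restoration. Of 12656 genes tested, 236 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 123 of them higher and 113 lower in restored tumors. With an absolute log2 fold change over 1 there were 62 higher and 52 lower. DESeq2 called 468 genes, all 236 among them, and limiting the non-restored group to its tamoxifen arm of 4 libraries gave 50, 42 of them among the 236. Without restored replicate 7 the count was 145, without restored replicate 2 it was 154 and without restored replicate 1 it was 157. After *Stk11*, the smallest adjusted p-values among higher genes belonged to *Sord* (chromosome 2, 122234749 to 122265340), with 30.1 CPM ± 8.75 (SD, n = 7) against 8.06 ± 2.78 (n = 10), a log2 fold change of 1.92 (SE 0.198) and an adjusted p of 1.03e-05, and *Selenop* (chromosome 15, 3268547 to 3280508), with 903 CPM ± 146 against 335 ± 91.9, a log2 fold change of 1.43 (SE 0.169) and an adjusted p of 5.02e-05. Among lower genes they belonged to *Ptprn* (chromosome 1, 75247027 to 75264502), with 18.7 CPM ± 3.72 against 219 ± 115, a log2 fold change of -3.54 (SE 0.333) and an adjusted p of 4.56e-06, to *Tpcn2* (chromosome 7, 145186524 to 145284011), with a log2 fold change of -1.73 (SE 0.199) and an adjusted p of 3.92e-05, and to *Itgav* (chromosome 2, 83724397 to 83806916), with a log2 fold change of -1.09 (SE 0.135) and an adjusted p of 9.04e-05. The authors' deposited table for this comparison lists 893 genes with an adjusted p under 0.05, 445 higher and 448 lower. Of the 236 genes found here, 219 are among those called in the authors' deposited table, all in the same direction.

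The effect of *Lkb1* loss was measured by comparing non-restored with *KT* tumors. The *KT* mice were untreated, whereas non-restored mice were given tamoxifen or vehicle. By the study's methods, *KT* tumors were also initiated with a lower dose of virus. The comparison cannot separate treatment and virus dose from the loss of *Lkb1*. There were 744 genes with an adjusted p under 0.05, 302 higher and 442 lower in non-restored tumors, and 144 higher and 261 lower with an absolute log2 fold change over 1. Without *KT* replicate 1 the count was 337, without *KT* replicate 3 it was 418 and without *KT* replicate 4 it was 459. The pseudogene *Gm3608* (chromosome 1, 105455971 to 105458829) rose from 4.81 CPM ± 1.83 (SD, n = 4) to 117 ± 48.8 (n = 10), a log2 fold change of 4.54 (SE 0.342) with an adjusted p of 2.01e-08. *Ptprn* rose from 14.8 CPM ± 6.8, with a log2 fold change of 3.88 (SE 0.447) and an adjusted p of 2.1e-05, and *Xylt1* (chromosome 7, 117380979 to 117673580) from 1.18 CPM ± 0.677 to 9.63 ± 2.66, with a log2 fold change of 2.94 (SE 0.422) and an adjusted p of 0.000199 (0.0501 with female libraries alone, over all fits 1.23e-05 to 0.0501). After *Stk11*, the lower genes with the smallest adjusted p were *Rps13* (chromosome 7, 116331505 to 116334195), with 107 CPM ± 24.8 against 456 ± 81.2, a log2 fold change of -2.09 (SE 0.154) and an adjusted p of 2.01e-08, and *Trim12a* (chromosome 7, 104299894 to 104315466), which was at least 13.1-fold lower, with an adjusted p of 2.01e-08, against 15.6 CPM ± 4.65 in *KT*. Summed with its 7 pseudogenes, *Rps13* had a log2 change of 0.03, so the change of the gene alone is uncertain. The authors' deposited table lists 1193 genes for this comparison, and 521 of the 744 genes here are among those called in the authors' deposited table.

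To see how far restored tumors differed from tumors that had *Lkb1* throughout, restored and *KT* tumors were compared. The differences in treatment and virus dose apply to this comparison as well. There were 63 genes with an adjusted p under 0.05, 18 higher and 45 lower in restored tumors. The count was 21 without *KT* replicate 1, 22 without *KT* replicate 4, 37 without restored replicate 1 and 39 without restored replicate 4. *Gm3608* was higher, with a log2 fold change of 4.28 (SE 0.345) and an adjusted p of 1.48e-07. *Gpam* (chromosome 19, 55067268 to 55127238) was 48.5 CPM ± 19.7 (SD, n = 7) against 7.81 ± 3.12 (n = 4), a log2 fold change of 2.61 (SE 0.465) with an adjusted p of 0.0104 that became 0.0667 without *KT* replicate 1 and 0.0612 without *KT* replicate 4. *Xylt1* had a log2 fold change of 2.37 (SE 0.433) and an adjusted p of 0.0117, which became 0.0612 without *KT* replicate 4 and 0.0537 in a fit of the 2 groups. With female libraries alone neither *Gpam* (0.425) nor *Xylt1* (0.383) was called, and over all fits the adjusted p ranged from 1.59e-06 to 0.425 and from 0.00281 to 0.383. *Rps13* was lower by a log2 fold change of -2.17 (SE 0.17; adjusted p 1.48e-07), *Trim12a* was at least 15.5-fold lower (adjusted p 3.78e-07), and the processed transcript *AI506816* (chromosome 5, 23698296 to 23712667) was 2.87 CPM ± 1.57 against 29.3 ± 4.29, a log2 fold change of -3.26 (SE 0.385) with an adjusted p of 7.58e-05. With offsets for effective length, the adjusted p of *AI506816* was 0.0867, and over all fits it ranged from 1.36e-15 to 0.0867. Of the 62 called genes with a known location, 35.5% had another called gene within 2 Mb, *Rps13*, *Xylt1* and *Trim12a* among them. The authors' deposited table lists 326 genes for this comparison, 56 of them among the 63 found here.

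Across the 3 *Trp53* wild-type groups, 697 genes varied with an adjusted p under 0.05, and 427 did so without *KT* replicate 1. The mean of restored tumors lay between the means of *KT* and non-restored tumors in 503 of them (72.2%) and was nearer to *KT* in 400 (57.4%). Of the 744 genes that differed between non-restored and *KT* tumors, 699 (94%) changed in the opposite direction on restoration, and 149 (20%) did so with an adjusted p under 0.05. The latter number was 97 without restored replicate 7 (13.6%) or *KT* replicate 3 (23.2%), and 114 (33.8%) without *KT* replicate 1. Both comparisons use the same non-restored libraries, which favors opposite signs. In 40 simulations all libraries were redrawn, the restored ones from the non-restored means. A median of 1378 genes then differed between non-restored and *KT* libraries. The share was 62.8% (range 59.9% to 65.1%), and at most 1 gene was called in the opposite direction. Genes were drawn independently of each other, which those in the data are not, so this range may be too narrow. When the non-restored libraries were split at random into 5 for each comparison, the median share over 10 splits was 89.9% (range 73.6% to 93.2%), and a median of 28 genes (9%, range 4.3% to 22.1%) were called in the opposite direction.

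The first principal component held 43.1% of the variance and did not separate the groups. On a scale with the mean of non-restored tumors at 0% and that of *KT* at 100%, restored tumors lay at 85.3% ± 221 (SD, n = 7) and non-restored tumors spread with an SD of 234 (n = 10). Two-sided exact permutation tests gave 0.464 for restored against non-restored, 0.455 for non-restored against *KT* and 0.921 for restored against *KT*, with adjusted p-values of 0.696, 0.696 and 0.921. The position rested on single libraries, since it was 181% without non-restored replicate 8, 130% without restored replicate 4 or 5, and 57.1% without restored replicate 1. Components 2 to 5 were examined after the data had been seen, as 15 tests in all with the first. On the second component, with 14.6% of the variance, restored tumors had a mean score of 2.58 ± 6.95 (SD, n = 7), non-restored tumors -12.7 ± 3.93 (n = 10) and *KT* tumors 27.3 ± 5.2 (n = 4). All 3 differences reached the smallest exact permutation p the group sizes allow, with adjusted p-values of 0.000386 for restored against non-restored, 0.005 for non-restored against *KT* and 0.00909 for restored against *KT*. The fourth component, with 5.9% of the variance, set restored tumors (11.8 ± 3.31, n = 7) apart from non-restored (-5.07 ± 4.66, n = 10; exact permutation, adjusted p 0.000386) and *KT* tumors (-7.99 ± 10.8, n = 4; exact permutation, adjusted p 0.00909).

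**Figure D2:**
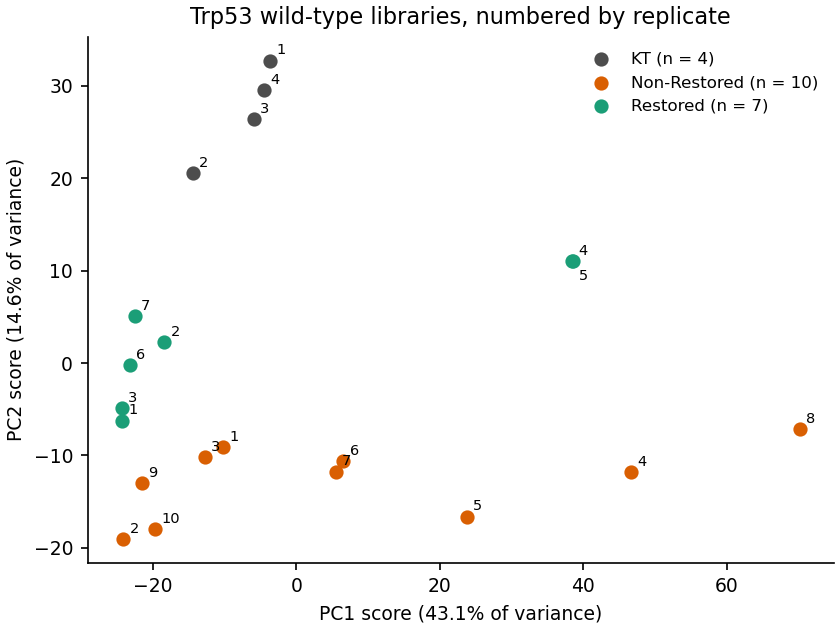
Scores of the 21 *Trp53* wild-type libraries on the first (x axis, 43.1% of variance) and second (y axis, 14.6% of variance) principal components, with each point numbered by replicate within its group. The groups overlap on the first component and separate on the second, where non-restored libraries lie lowest and *KT* libraries highest.

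The ATII markers that the study displayed for these libraries were then tested. Because they were displayed for the same libraries, the list is not independent evidence. All 15 were higher in restored than in non-restored tumors, with a median log2 fold change of 0.794. Over all genes tested 3 had an adjusted p under 0.05, and adjusted over the list alone 11 did. *Bex4* had a log2 fold change of 3.64 (SE 0.773, adjusted p 0.0153), *Bex2* of 2.43 (SE 0.514, adjusted p 0.0153) and *Lyz2* of 1.83 (SE 0.439, adjusted p 0.0314). *Bex4* lost its call without restored replicate 6 (log2 fold change 2.91, adjusted p 0.058), and *Lyz2* lost its call without restored replicate 1, 2, 3, 6 or 7 or without non-restored replicate 1, 3 or 5, with adjusted p-values from 0.051 to 0.0711. Against the tamoxifen arm alone *Bex4* (adjusted p 0.127), *Bex2* (0.24) and *Lyz2* (0.345) were not called. *Bex4* was also not called against the vehicle arm alone (0.0872) or with female libraries alone (0.0837), and *Lyz2* not without the filter (0.0921) or in a fit of the 2 groups (0.0504). Over all fits the adjusted p ranged from 0.00169 to 0.127 for *Bex4*, from 0.000146 to 0.24 for *Bex2* and from 0.000983 to 0.345 for *Lyz2*. The abundant surfactant gene *Sftpc* was 33800 CPM ± 13100 (SD, n = 7) against 21360 ± 10200 (n = 10), a difference within the spread (log2 fold change 0.66, SE 0.386, adjusted p 0.444). Against *KT*, 0 of 15 markers were higher in non-restored tumors, and the median log2 fold change was -1.03. Called over all genes were *Bex4* (log2 fold change -4.24, adjusted p 0.0047), *Lcn2* (-1.74, adjusted p 0.00159) and *Lyz2* (-1.73, adjusted p 0.0431), and adjusted over the list alone 8 were. *Lyz2* lost this call without any 1 of the 4 *KT* replicates and without non-restored replicate 1, 3, 4, 5, 7 or 10, with adjusted p-values from 0.0512 to 0.126. With female libraries alone *Bex4* (adjusted p 0.0935) and *Lyz2* (0.121) were not called. *Lyz2* was also not called without the filter (0.112), with effective length offsets (0.0558) or in a fit of the 2 groups (0.0668). The adjusted p ranged over all fits from 0.00134 to 0.0935 for *Bex4* and from 1.48e-05 to 0.0369 for *Lcn2*. For *Lyz2* it ranged from 0.0113 to 0.126. Between restored and *KT* tumors 7 of 15 markers were higher, the median log2 fold change was -0.045, and 0 were called over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05.

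**Figure D3:**
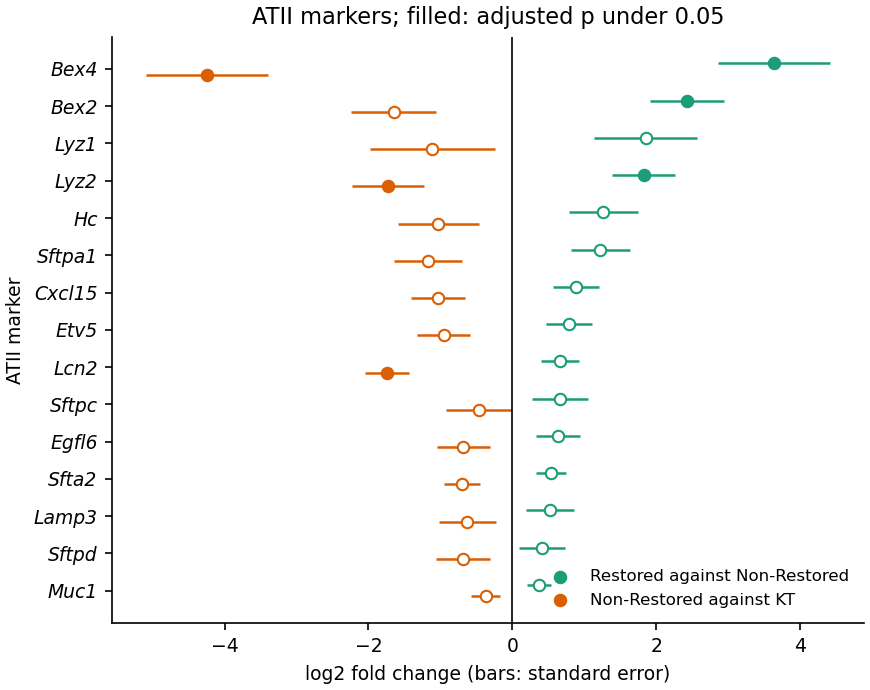
Log2 fold changes (x axis) of the 15 ATII markers (y axis) for restored against non-restored and non-restored against *KT* tumors, with bars for the standard error and filled points for an adjusted p under 0.05 over all genes. All 15 are above 0 in the first comparison and below 0 in the second, and 3 are filled in each.

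Of the C/EBP family 5 of 6 members were expressed enough to test, and 0 had an adjusted p under 0.05 between restored and non-restored tumors, with 1 at an unadjusted p under 0.05. That gene, *Cebpa*, was 127 CPM ± 23.4 (SD, n = 7) in restored and 90.3 ± 25.5 (n = 10) in non-restored tumors, a log2 fold change of 0.49 (SE 0.194, adjusted p 0.216). Its adjusted p ranged over all fits from 0.0472, in the fit with a replicate block, to 0.385. Of the lineage factors 5 of 6 were tested, and 0 were called or had an unadjusted p under 0.05 in this comparison. *Nkx2-1* had a log2 fold change of -0.19 (adjusted p 0.77), *Sox9* of 0.10 (adjusted p 0.974) and *Wnt5a* of -0.08 (adjusted p 0.948). In non-restored against *KT* tumors *Foxa2* was higher by a log2 fold change of 0.49 (SE 0.137, adjusted p 0.0371), but not without *KT* replicate 1, 3 or 4 or non-restored replicate 6, 7, 9 or 10, with adjusted p-values from 0.051 to 0.151. *Foxa2* was also not called without the filter (0.0725), with sex as a covariate (0.0555), in a fit of the 2 groups (0.0581) or with female libraries alone (0.459), and over all fits its adjusted p ranged from 0.0169 to 0.459.

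Over 66 tests of the 11 lists in 6 comparisons, camera called 28 after adjustment, whereas 0 were called under fry or with a correlation estimated from the data. The calls therefore depend on the preset correlation. In restored against non-restored tumors the ATII markers were higher (adjusted p 2.2e-11, fry 0.0591), the 7 MHC class II genes were all higher with a median log2 fold change of 0.944 (1.73e-06, fry 0.0866), and all 14 glycolysis genes were lower with a median of -0.733 (3.08e-09, fry 0.102). Of 28 proliferation genes tested 26 were lower, with a median of -0.444 (adjusted p 0.000881, fry 0.277). Adjusted over the list alone, 12 glycolysis, 6 MHC class II and 0 proliferation genes had an adjusted p under 0.05, against 2, 0 and 0 over all genes and 12, 6 and 4 at an unadjusted p under 0.05. Sterol genes (0.00349) and CREB targets (0.016) were lower and other ATII genes were higher (0.0388). ATI genes (0.606), hypoxia genes (0.843), mesenchymal genes (0.0731) and p53 targets (0.43) were not called. Between non-restored and *KT* tumors, ATII markers (3.21e-08), MHC class II genes (1.73e-06) and other ATII genes (0.0205) were lower, and glycolysis genes (6.04e-05), CREB targets (0.000804), p53 targets (0.00296) and mesenchymal genes (0.0467) were higher. Between restored and *KT* tumors, p53 targets (0.00204) and CREB targets (0.0437) were higher and proliferation genes lower (0.00424), and each of the 12 p53 targets was higher. List scores compared by exact permutation, chosen after seeing the data, gave 0 calls after adjustment over 44 tests and 10 at an unadjusted p under 0.05. For the ATII markers in restored against non-restored tumors the exact permutation p was 0.00416 and the adjusted value 0.0915, with 7 of 7 restored libraries above the non-restored mean.

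Restoration was also compared in the absence of p53. Among 12518 genes tested in 4 against 4 animals, 0 had an adjusted p under 0.05 and 747 an unadjusted p under 0.05. By their titles, both groups held animals of a JB and of an SP series, and no fit took the series as a block. The ATI score was 5.44 to 6.17 in JB animals and 3.79 to 5.28 in SP animals (mean log2 CPM). The absence of calls therefore holds only for fits that leave this difference in the residual spread. The smallest adjusted p was that of *Stk11* (0.0588). *Stk11* passed under DESeq2, without the filter, with effective length offsets, with each library as its own sample, in one fit with the wild-type libraries and without non-restored animal 3 (adjusted p 0.0388). Over all 17 fits its adjusted p ranged from 4.04e-10 to 0.344. The count moved most under DESeq2, which gave 23 genes. The authors' deposited table lists 80 genes, 14 of them among those 23. All 14 ATII markers tested were higher, with a median log2 fold change of 1.16 and a camera adjusted p of 6.36e-12 (fry 0.13). Of them 0 were called over all genes, 1 was called adjusted over the list alone, and 4 had an unadjusted p under 0.05. In camera MHC class II genes were higher (1.73e-06, fry 0.277), as were other ATII genes (0.002, fry 0.534). Glycolysis genes (5.71e-06, fry 0.424) and CREB targets (0.000159, fry 0.269) were lower. An unadjusted p under 0.05 was found for 2 of 7 MHC class II, 3 of 15 other ATII, 0 of 14 glycolysis and 3 of 13 CREB target genes.

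Of the 236 genes called in *Trp53* wild-type tumors, 226 other than *Stk11* could be compared in *Trp53*-deficient tumors. By the difference of mean log2 CPM, 207 (91.6%) changed in the same direction, a share that 1 of the 70 relabelings of the 8 animals, the real one, reached (one-sided permutation p 0.0143, the smallest possible). By the fitted fold change the number was 206. In the same direction 72 had an unadjusted p under 0.05, and 0 in the opposite direction. The median change in the wild-type direction was 0.50 on the log2 scale, against a median absolute change of 0.88 in wild-type tumors, where the genes had been selected. Tested directly, the effect of restoration differed with *Trp53* status in 0 of 13705 genes at an adjusted p under 0.05 and in 423 at an unadjusted p under 0.05. Of the 226 genes 51 were among the latter, and the median difference over all 226 was -0.39 in the wild-type direction, a smaller change without p53. Selecting the genes in wild-type tumors favors such a difference. As genes named after their values were seen, *Rpl3-ps1* was called without non-restored replicate 9 (log2 difference -1.32, adjusted p 0.00982) and *AC160336.1* without *Trp53*-deficient non-restored animal 2 (-2.83, adjusted p 0.0217).

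**Figure D4:**
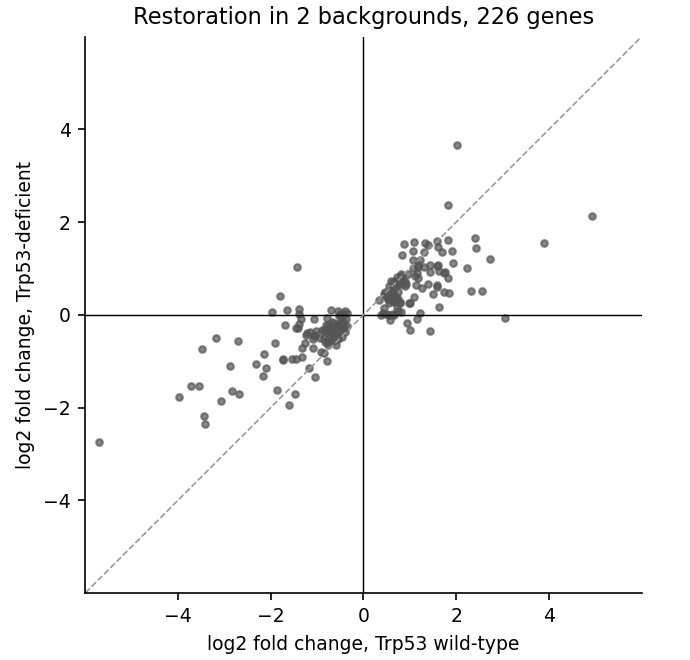
Fitted log2 fold changes on restoration in *Trp53* wild-type tumors (x axis) and *Trp53*-deficient tumors (y axis) for 226 genes called in the former, with a dashed line where both are equal. Of these, 206 have the same sign in both backgrounds.

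The control arms pooled as non-restored were compared with each other, 4 libraries with tamoxifen and no FLPo-ERT2 against 6 with FLPo-ERT2 and vehicle. Of 11561 genes, 0 had an adjusted p under 0.05 and 378 an unadjusted p under 0.05, and DESeq2 called 11. Camera called 5 lists, with hypoxia genes (3.03e-05), mesenchymal genes (0.0111) and glycolysis genes (0.0182) lower and p53 targets (0.000102) and sterol genes (0.0205) higher with tamoxifen, none of which held under fry.

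Marker lists of other cells gave 1 camera call over all comparisons, fibroblast genes between restored and *KT* tumors (adjusted p 0.0378, fry 0.944, median log2 fold change 1.31). Immune genes had a median log2 fold change of 1.72 between restored and non-restored tumors, with 7 of 18 genes abundant enough to test, all higher (adjusted p 0.241). In that comparison the adjusted p was 0.475 for endothelial, 0.966 for fibroblast and 0.966 for airway genes, and 0 red blood cell genes were abundant enough to test. The 4 Y-linked genes were lower in restored than in non-restored tumors, as follows from the sexes in the labels, and *Xist* had a log2 fold change of 0.65.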

Values the study reported

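The study reported 128 genes induced by LKB1, taken as genes higher in restored than in non-restored tumors, and C/EBPα motifs in the promoters of 83 of them.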

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

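The tests of non-restored replicate 8, of the second *Trp53*-deficient non-restored animal and of fibroblasts behind the mesenchymal genes were chosen only after those results were seen. A library was singled out where its distance to the nearest library of its group, as a share of the range of the group, exceeded the 95% critical value of Dixon's test. This held for 18 of 184 groups of values, where chance gives 9.2, or 1 in 20, so a good part of the gaps below is what chance would give.

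Non-restored replicate 8 stood apart in 7 measures that share genes or libraries and are not independent. *Cebpa* was 23.9 CPM there against 97.9 ± 10.8 (SD, n = 9) in the other libraries of the group, a gap of 0.671 of the range. Its scores were lowest for the ATII markers (6.26 against 9.05 ± 0.479, mean log2 CPM, gap 0.567), other ATII genes (7.86 against 9.85 ± 0.172, gap 0.766), MHC class II genes (3.5 against 6.8 ± 0.48, gap 0.603) and mesenchymal genes (2.15 against 5.08 ± 0.535, gap 0.534). *Rps13* (166 CPM against 101 ± 12.7, gap 0.505) and *Gm3608* (242 against 103 ± 19.5, gap 0.57) were highest there. Cells of another type would add their own transcripts, but the score of this library was above the other 9 in 0 of 4 lists of immune, endothelial, fibroblast and airway genes, and lower than in any of them in all 4. Low depth is argued against as well, since 1 other non-restored library had a higher total. Whether it held fewer cells of other types than the other libraries was not tested. A tumor with a weaker ATII program remains open, and no biological explanation was tested, because the design names no group for it. Outside the 7 measures, its *Nkx2-1* (69.8 CPM, next lowest 190) and ATI score (3.195, next lowest 4.794) were also the lowest of the group. *Sox9* was the highest (193 CPM, next highest 83.1). Without this library 319 genes were called between restored and non-restored tumors and 952 between non-restored and *KT* tumors.

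The second *Trp53*-deficient non-restored animal was the 1 unit with any *Trim12a*, at 4.88 CPM against 0 in the other 3 animals (gap 1.0), and it also had the most *Bex4* (9.31 CPM against 0.628 ± 0.693, n = 3, gap 0.853). Its *Gm3608* was 2.59 CPM, against 72.3 to 209 in the other 7 *Trp53*-deficient units, while its *Stk11* was 0.305 CPM, as in a tumor with a trapped allele. Chromosome segments of another strain that segregate in the line are a candidate explanation. Of 21 genes that lie in clusters among those called between restored and *KT* tumors, 15 were nearer the *KT* mean in this animal, against at most 9 in any of the other 7 units. Of 40 other genes called in that comparison, 15 were nearer the *KT* mean in this animal, within the range of 9 to 15 in the other 7 units. The excess was thus seen in the clustered genes only. Still, the animal was picked from the same values, so such segments cannot be told apart from another difference of this animal. No genotype was used here, and no biological explanation was tested.

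The remaining gaps concerned 1 or 2 measures each. The share of counts in *CT010467.1*, a ribosomal RNA locus, was 10.3% in *Trp53*-deficient non-restored library 1 against 1.56% ± 0.378 (SD, n = 6), a gap of 0.895, and depletion of ribosomal RNA that was less complete there was not tested. *Bex4* was highest in *KT* replicate 3 (45.5 CPM against 22.2 ± 1.15, n = 3, gap 0.912) and in restored replicate 6 (62.8 CPM against 11.4 ± 8.09, n = 6, gap 0.719). In the fourth *Trp53*-deficient non-restored animal *Lyz2* was 44.8 CPM against 956 ± 17.5 (n = 3, gap 0.963), and the score of other ATII genes was 8.09 against 9.53 ± 0.138 (gap 0.833). *Lcn2* was 1450 CPM in *Trp53*-deficient restored animal 4 against 616 ± 27.6 (n = 3, gap 0.941). *Rps13* was lowest in *KT* replicate 3 (338 CPM against 497 ± 12.8, n = 3, gap 0.85), *Xylt1* highest in restored replicate 2 (11.8 CPM against 5.65 ± 1.34, n = 6, gap 0.582), and the glycolysis score lowest in *KT* replicate 2 (5.77 against 6.25 ± 0.0336, n = 3, gap 0.88). None of these was tied to a technical cause, and no biological explanation was tested.

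The effect of restoration on the 13 mesenchymal genes tested differed between *Trp53* backgrounds in camera, with an adjusted p of 0.00408 and a median log2 difference of 1.11, higher in 12 of 13 genes. The same test by fry gave an adjusted p of 0.665. Fibroblasts carried through sorting may contribute. The fibroblast list, which shares 0 genes with the mesenchymal list, moved the same way with a median of 1.39 but had an adjusted p of 0.747. The endothelial list also moved this way, with 8 of 8 genes higher and a median of 1.37. Its adjusted p was 0.0765 in camera and 0.982 in fry. Such other cells and a change of the tumor cells cannot be told apart. Only 6 fibroblast and 8 endothelial genes were tested, and the *Trp53*-deficient side rests on 4 animals per group. A dependence on *Trp53*, which the design names, stays open as well.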

How the results depend on the processing

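Results under other settings were compared by direction and by side of the threshold. Median of ratios size factors moved no count of calls across the 1.5-fold limit used here, and 0 results reversed under any setting. Components 2 to 5 and the exact tests of list scores were chosen after seeing the data.

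DESeq2 on the same genes called 468 genes between restored and non-restored tumors (all 236 among them), 169 between restored and *KT* tumors, 1131 over the 3 groups, 23 in *Trp53*-deficient tumors and 11 between the non-restored arms. The cause was not tested. The tamoxifen arm alone as the non-restored group gave 50 genes (42 shared), with fewer samples. Between restored and *KT* tumors at least 10 counts in every library gave 20 genes, from 7593 tested, sex as a covariate gave 22 and female libraries alone 10. Female libraries alone gave 132 genes between non-restored and *KT* tumors (111 shared), with fewer samples.

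In *Trp53*-deficient tumors, where 0 genes were called and 747 had an unadjusted p under 0.05, 3 were called without the filter, 1 with effective length offsets, 1 with sex as a covariate, 1 with each library as its own sample and 3 in one fit with the wild-type libraries. *Stk11* was among them except with sex as a covariate. The others, named after their values were seen, were *Camk2n1*, *Pgm5*, *AC160336.1* and, with sex as a covariate, *Gm43085*. The cause was not tested.

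Leaving out 1 library or animal at a time gave from 145 (without restored replicate 7) to 319 genes (without non-restored replicate 8) between restored and non-restored tumors, from 337 (without *KT* replicate 1) to 952 (without non-restored replicate 8) between non-restored and *KT* tumors, from 21 (without *KT* replicate 1) to 57 between restored and *KT* tumors, and from 427 to 864 over the 3 groups. The range was from 0 to 1 in *Trp53*-deficient tumors (1 without non-restored animal 3) and for the interaction (1 without non-restored replicate 9 or *Trp53*-deficient non-restored animal 2), and 0 between the non-restored arms. The *Stk11* level of restored tumors ranged from 64.8% to 75.9% of *KT*, their position on the first component from 57.1% to 181% and the share of opposite changes from 91.2% to 94.8%. With the non-restored libraries split at random between the comparisons this share was 89.9%. The position was 82% with all genes, 109% with unit variance and 85.3% with median of ratios factors.

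The 28 list calls became 0 under fry and 0 with an estimated correlation. That correlation rose to 0.956, for MHC class II genes between the non-restored arms. The share of higher genes among calls moved by over 10 percentage points with effective length offsets between restored and non-restored tumors, from 52.1% to 64.7%, with female libraries alone between non-restored and *KT* tumors, from 40.6% to 22%, and between restored and *KT* tumors from 28.6% to 42.6% with DESeq2, 40.3% with a replicate block and 9.5% without *KT* replicate 1.

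Replicate numbers are shared between groups, but deviations of same-numbered libraries correlated over 0.1 in 5 of 7 pairs for restored and non-restored, 1 of 4 for non-restored and *KT* and 0 of 4 for restored and *KT*, so the numbers were not taken to pair the libraries. With a replicate block 270, 705 and 67 genes were called, 167, 482 and 36 of them shared with the fits without it. For restored and non-restored libraries all 7 correlations were positive, with a mean of 0.18 against -0.01 for other pairs, but 2 were under 0.1. With the block *Cebpa* was called between these groups (log2 fold change 0.43, adjusted p 0.0472, over all fits 0.0472 to 0.385), while *Bex4* (0.0641) and *Bex2* (0.0557) were not, nor was *Foxa2* between non-restored and *KT* tumors (0.108).

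For named genes, leaving out 1 library left 506 results the same, 29 weaker and 1 stronger, and the other settings left 337 the same, 24 weaker and 6 stronger. The planned tests of C/EBP and Sp/Klf motifs and their alternatives were not run, as no genome sequence was used here. Depth limits genes near the floor. A restored level of *Stk11* can be given only as a lower bound against non-restored tumors.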

Other observations

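The covariate for immune genes, the search for copies by sequence, the share of lost CPM that copies gain, the clustering of genes in comparisons other than restored against *KT*, the windows around *Stk11* other than 20 Mb, the ribosomal RNA share of the arms, the splits counted at an unadjusted p and the comparison of restored replicates 4 and 5 were chosen only after the results were seen. The other tests of explanations were written down after a first look at the fitted comparisons and before any of them was run.

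There were 62 genes higher in restored than in non-restored tumors at an adjusted p under 0.05 and a log2 fold change over 1. That is lower than the value quoted from the study above. With the same thresholds, the authors' deposited table lists 143.

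Genes called between restored and *KT* tumors lay closer together on the genome than random sets of tested genes. Of 62 located genes, 22 (35.5%) had another within 2 Mb, against a median of 14.5% and a 95th percentile of 25.8% in 10000 random sets (one-sided permutation p 0.002). They formed 9 segments, among them 116.3 to 118.1 Mb on chromosome 7 with *Rps13*, *Xylt1*, *Rps15a* and *Arl6ip1*, 104.2 to 104.3 Mb on chromosome 7 with *Trim34a* and *Trim12a*, and 79.1 to 80.1 Mb on chromosome 15 with *Micall1*, *Apobec3* and *Rpl3*, all named after their values were seen. Some neighbors, such as *Tmem254b* and *Tmem254c*, are tandem copies. Between restored and non-restored tumors, which share a line, the share was 47% against a 95th percentile of 49.1% in random sets. Non-restored and *KT* tumors differ in line as well, but there it was 77.2%, against a median of 76.7% and a 95th percentile of 79.2%, so no excess was seen. The 62 genes with the smallest p in that comparison, 20 of them also called between restored and *KT* tumors, had a share of 19.4%, under the 95th percentile of 25.8% for sets of this size. Variants of another strain carried by the *Lkb1XTR* line, linked in segments, may account for part of the difference between restored and *KT* tumors, but the comparison of non-restored with *KT* tumors, where genes that respond to *Lkb1* are mixed in, gave no support for it. The segment around the targeted locus is argued against as the source, as 0 called genes lay within 20 Mb of *Stk11*, where random sets had a median of 1. The nearest lay at 20.2 Mb, just outside this window, and there were 2 within 30 Mb and 3 within 40 Mb, where the 95th percentile of random sets was 4 in both. The lines also differ in the history of *Lkb1*, which stays open as a biological explanation for the other genes. Treatment and virus dose differ between these groups too, and neither was tested.

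The means of *Rps13* and *Rps3a1* were lower in both XTR groups than in *KT*. Reads assigned to near-identical copies may explain the change of *Rps13*. Summed with copies annotated by name, *Rps13* changed by a log2 value of 0.03 in non-restored tumors against -2.09 for the gene alone, and the family was 539 CPM in *KT*, 552 in non-restored and 539 in restored tumors, so the copies gained at least 100% of what the gene lost (at least 93.4% without any 1 library). For *Rps3a1* copies are argued against as the source of most of the change. The mean of the gene was 1170 CPM in *KT*, 255 in non-restored and 279 in restored tumors, and that of its family 1910, 1290 and 1360, so the copies gained at most 38.3% of the loss (at most 41.4% without any 1 library). The measure set before the tests were run was the log2 change of the family as a share of that of the gene, at most 26% over both genes with copies by name and also with the 5 and 8 copies found by sequence. Copies with a stable level lower this share, so it does not decide for *Rps3a1*. A strain variant in 1 copy would divide reads in this way for *Rps13*, and this was not tested. The *KT* mean of *Rps3a1* hides 1 library at the level of the XTR groups, replicate 2 with 253 CPM, against 1257 to 1900 in the other 3. In *Trp53*-deficient tumors, non-restored animal 3 had 1152 CPM with *Stk11* at 0. Both values go against the history of *Lkb1* as the source, but they are 1 library or animal each and exclude nothing, so what lowers the rest of *Rps3a1* stays open. *Rps3a1* was chosen after its values were seen.

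The lower depth of the *KT* libraries could inflate or hide calls against them. With every library thinned to the lowest total, a median of 650 genes (642 to 671 over 5 draws) were called between non-restored and *KT* tumors, 561 of them among the 744, so depth is not the source of most.

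For restored against non-restored tumors several alternatives to *Lkb1* itself were tested on the called genes, which had been chosen for their change. As all restored libraries are female, sex might contribute. With female libraries alone the median change was 104% of its value, with 235 of 235 genes in the same direction, and 178 genes were called. Tamoxifen might also contribute. Against the tamoxifen arm alone the median change was 98.2%, with 230 of 230 genes in the same direction, although 50 genes were called. The tamoxifen arm lacks FLPo-ERT2, which all restored libraries carry. The vehicle arm carries it, and against that arm 197 genes were called.

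Immune cells carried through sorting may raise some genes in restored tumors. All 7 immune genes tested were higher, with a median log2 fold change of 1.72, but the adjusted p was 0.241 and 0.982 under fry. With 7 of 18 genes abundant enough to test, a small share of immune cells cannot be told apart from none. As a source of the whole response it is argued against, since with the immune score of each library as a covariate the median change of the called genes was 99.8% of its value and 184 genes were called. MHC class II genes are expressed by immune cells and by ATII cells, and which of them raised these genes was not tested.

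Restored replicates 4 and 5 lay at nearly the same place on the first components, with scores of 38.5 and 38.5 on the first. The correlation across genes of their deviations from the group mean was 0.7, the highest of 72 pairs within the *Trp53* wild-type groups, where the next was 0.56 and the median -0.145. Libraries of different groups cannot share a mouse, yet restored replicate 5 and non-restored replicate 8 reached 0.62. Restored replicates 4 and 5 may come from one mouse. However, the 4 pairs of libraries known to share an animal ranged from -0.46 to 0.53, and replicates 4 and 5 were picked from the same values. The Spearman correlation of their counts across genes was 0.968, against 0.973, 0.953, 0.856 and 0.841 in the 4 known pairs. One mouse and 2 similar tumors therefore cannot be told apart. The study counts fewer mice than libraries in the restored group. By that count restored libraries would be fewer than 7 independent samples in either case.

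Between the non-restored arms the smallest adjusted p was 0.542, for *AY036118*, named after its values were seen, with a log2 fold change of -2.14. It lies within the ribosomal RNA locus *CT010467.1* on chromosome 17. The share of counts in that locus was 1.42% ± 0.284 (SD, n = 4) with tamoxifen and 2.49% ± 0.54 (n = 6) with vehicle (exact permutation p 0.019), so ribosomal RNA may differ between the arms. As the gene lies in the locus and the labels give no batch, depletion that differed between the arms and an effect of the arms themselves cannot be told apart.

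Other splits of the same libraries into groups of the same sizes were drawn with the real split included. In the *Trp53* wild-type groups libraries were moved singly, so libraries of one mouse could be separated. Only 1 of 100 splits gave as many genes as restored against non-restored tumors, and the highest other split gave 175. For non-restored against *KT* tumors it was 1 of 100 (highest other 715), for restored against *KT* 1 of 100 (highest other 4) and for variation over the 3 groups 1 of 100 (highest other 487). In *Trp53*-deficient tumors, for the interaction and for the arms 0 genes were called, which any split matches, so genes at an unadjusted p under 0.05 were counted instead. As many as in the real split (747, 423 and 378) were given by 9 of 35, 78 of 100 and 48 of 100 splits.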
